A study of Mus musculus with 9 samples. Its data were reported in "Defining Transcriptomic Heterogeneity between Left and Right Ventricle-Derived Cardiac Fibroblasts" (2024).

How the data were processed

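Bulk RNA sequencing measured the transcripts of cardiac fibroblasts from the left ventricle (5 libraries) and the right ventricle (4 libraries) of uninjured male Col1a1-GFP mice. By the study's methods and the protocol in the labels, atria and atrioventricular valves were removed, both free walls were dissected, the septum was discarded and the tissue was digested with collagenase and dispase. Cells carrying CD31 (endothelial) or CD45 (haematopoietic) were depleted with magnetic beads, and live GFP-positive cells were sorted. Per the series design, each library came from the combined tissue of 3 to 4 mice. Whether the LV and RV pools of a date came from the same animals is not given in the sources used here. Libraries were made from total RNA with a stranded random-primed kit with template switching, although the molecule label reads polyA RNA. Paired-end sequencing on a NovaSeq followed. A random-primed library also counts RNA without a poly(A) tail and traces of genomic DNA, which raises the floor of genes that are silent in a tissue.

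The authors trimmed adaptors with cutadapt and assigned reads to transcripts with kallisto, per the labels and the study's methods. Versions of both tools are not given in the sources used here. The authors' methods name Ensembl transcripts of the mouse build GRCm38, and the processing notes name mm10, the same assembly. The deposited tables hold an estimated count, a TPM value (transcript share scaled to a fixed library total) and an effective length for each of 117494 transcripts. Estimated counts are shared out by the kallisto model among transcripts that a read fits, so members of near-identical gene families (olfactory receptors, globins, ribosomal proteins) are uncertain one by one. Each library has a pair of deposited tables with the same transcripts, whose estimated counts differed by at most a relative 4.9e-06, and the first-named was used. Preparation dates were read from the names of the deposited files, since the study put the date of preparation in its model. For LV5 and RV4 only the month, October, was available without a day, and they were treated as sharing a date. The study's other covariate, gene body coverage, was not used here.

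Transcripts were matched to genes through the GENCODE M21 annotation of GRCm38 by identifier without version. Of the 117494 transcripts 116405 (99.1%) matched, 99.5% of these with the same length, but only 13 with the same version number, so the exact release behind the tables stays open. The 1089 unmatched transcripts held 1.06 to 1.31% of the counts of a library and were left out. Estimated counts were summed over the transcripts of each of 35906 genes and rounded to whole numbers. Library totals were 29218225 to 49956515 counts, the 10 most abundant genes took 8.5 to 9.4% of the counts and mitochondrial genes 0.99 to 1.63%. At these depths a gene at 0 counts in a library is bounded by 3 counts per library, a limit that covers counting error only, since PCR copies are not independent molecules. Pairs of libraries of the same ventricle differed by a chi-square of 26.2 to 101 per gene over 16 pairs, far above sampling noise, so no library is a copy of another of its ventricle.

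Genes were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr (a count of at least 10 in about the smaller group and 15 in all), libraries were scaled with TMM (factors 0.952 to 1.04), and the quasi-likelihood F-test with robust dispersion was run with the preparation date (5 levels) as a block plus ventricle. That left 3 residual degrees of freedom, to which the fit added a median of 11.7 from all genes, and the common biological coefficient of variation was 0.184. LV2, the only library of its date, informs no contrast of the ventricles. Leaving out a library likewise leaves its date partner without a contrast. The omissions of LV1 and RV1, of LV3 and RV2, of LV4 and RV3, and of LV5 and RV4 are therefore nearly the same test, not separate ones. P-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. The study used limma, which was run here as an alternative. CPM values given in the text are scaled by TMM. Libraries of a date tended to deviate together. Over 9818 genes the deviations of same-date LV and RV libraries from their group means correlated at 0.459 (August 12), 0.319 (August 20), 0.156 (July 11) and 0.600 (October), all above 0.1. RV2 correlated more with LV2 (0.401) than with its date partner, and RV3 more with LV1 (0.286).

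The genes named in the text follow a rule. They are the 8 genes the study's text names for this comparison, up to 4 members with the smallest p in each list, and Col1a1. To these come the 6 genes in each direction with the largest log2 fold change among those past the threshold, with a mean log2 CPM of at least 3 and the same sign in all 4 dates. These come to 134 genes, and the 33 gene lists were written down with the rule. Tek, Apoe, Fgl2 and the others named with their lists come from the same rule. Lists were tested with camera (limma 3.58.1) with a correlation between genes of 0.01, and again with a correlation estimated from the data. With an estimated correlation camera tests on the 3 residual degrees of freedom of the model, so small p-values are far harder to reach. Shares of markers of other cell types were compared with exact permutation tests over all 126 splits of the 9 libraries (smallest p 0.0079) and by exact sign flips within the 4 dates. Principal components used log2 CPM (prior count 2) of the 1000 most variable genes, with and without removal of the date effect.

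The whole test was run on 8 simulated data sets drawn from the means, library sizes and spread of these libraries, each with 200 changed genes among 17130. Of genes changed 1.5-fold, 49.6% were recovered, and of genes changed 2-fold, 63.8%. At a mean log2 CPM of 3 or more the shares were 85.7% and 97.8%. False calls made up 10.9% of calls on average (7.5 to 13.7%), which is above the nominal 5% that the threshold stands for. A simulated data set with no change gave 1 called gene and 0 lists in camera, and a list shifted by 1.15-fold was called with no other list beside it. Genes were drawn independently of each other in the simulated data. They therefore cannot show how often camera calls lists whose genes are correlated, as those of the real libraries were (estimated at 0.742 for the ribosomal protein genes).

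Alternatives were no date block, the replicate number or the month of preparation as block, 1 surrogate variable (sva 3.50.0) in place of the date, limma-voom, DESeq2 1.42.0, DESeq2's size factors in edgeR, library totals without TMM, no filter on low counts or a filter at 1 CPM in 4 libraries, length-scaled TPM in place of summed counts, the other deposited table, each library left out in turn, the 4 dates with both ventricles alone, and the cardiomyocyte marker level as a covariate. Chosen after the data had been seen were the omission of August 12, removal of a trend on transcript length or on GC content (loess, span 0.5, values for 100% of tested genes) and the summed level of olfactory and vomeronasal receptor genes as a covariate. Gene Ontology enrichment and co-expression networks were not analysed here. Files were read with Python 3.11.15, pandas 2.3.3 and NumPy 2.4.6, and plots were drawn with matplotlib 3.10.9.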

Results

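RNA was sequenced from cardiac fibroblasts (CFs) sorted from the left ventricle (LV) and the right ventricle (RV) of uninjured male Col1a1-GFP mice, a reporter strain in which a collagen I promoter drives green fluorescent protein in fibroblasts. The data hold 5 LV libraries and 4 RV libraries, and each library was made from the pooled free-wall tissue of 3 to 4 mice, so the replicates are separate pools of animals. The deposited tables held 32965342 to 42811022 estimated counts per library in the LV and 29218225 (RV4) to 49956515 (RV1) in the RV. The libraries were grouped into 5 preparation dates, of which 4 (July 11, August 12, August 20 and October) held both an LV and an RV library. LV2 was the only library of August 16. For LV5 and RV4 the day in October is not known, and that they share a date is an assumption. The study used these libraries to ask whether CFs of the healthy LV and RV differ in their transcriptomes. Fold changes are LV over RV throughout, and a gene is called higher or lower where its adjusted p was under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg (BH) adjustment and the preparation date as a block.

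Bulk libraries of LV-derived CFs held more transcript of several matrix and activation genes, and those of RV-derived CFs held more of several secreted regulators and signalling ligands. The small leucine-rich proteoglycan Aspn lay at 168 ± 32.1 CPM (counts scaled to library size, SD, n = 5) in the LV and 92.5 ± 21.7 CPM (n = 4) in the RV, and the matricellular factor Ccn2 (also called Ctgf) lay at 551 ± 184 CPM and 316 ± 81.0 CPM. In the other direction the eosinophil chemokine Ccl11 was 2.68-fold higher in the RV, the extracellular matrix protein gene Vit (vitrin) 2.35-fold higher and the aldehyde oxidase gene Aox3 4.41-fold higher. Of 17498 genes tested, 472 were higher and 340 were lower in LV-derived CFs, 812 in all. Of the 812, 808 were protein coding, a share that was not set against that of all tested genes. Most changes were small, with a median absolute log2 fold change of 0.44, and the changes of over 2-fold lay more often on the RV side, with 42 genes higher and 70 genes lower in the LV. Of the 812 genes, 805 (99.1%) had the same sign in all 4 dates that held both ventricles, which their selection by a test on these same differences largely fixes. With library totals in place of TMM scaling, 342 genes were higher and 461 lower, a share of 42.6% higher calls against 58.1%. Without the date block 53 genes passed, and leaving out a single library gave 504 genes without LV1, 276 without LV3, 496 without LV5, 494 without RV1, 258 without RV2 and 501 without RV4. Leaving out either library of a date removes the contrast of that date, so LV1 and RV1, LV3 and RV2, and LV5 and RV4 each stand for a single pair.

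The libraries did not part by ventricle along the leading axis of variation. The first principal component of the 1000 most variable genes took 20.6% of the variance, and ventricle accounted for 6.6% of the spread of the libraries on it. On the second component (19.1% of the variance) ventricle accounted for 49.2%. After the date effect had been removed, the first component took 39.9% of the variance, and ventricle accounted for 83.8% of the spread on it. That removal kept the ventricle term, which places LV2 at the LV mean and leaves only the differences within 4 dates, so much of this share is built in.

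The genes that the study's text names for this comparison were each measured well above the count floor. Aspn (log2 fold change 0.94 ± 0.08 SE, adjusted p = 3.1e-05 in edgeR's quasi-likelihood test with BH adjustment) and Ccn2 (0.89 ± 0.08, adjusted p = 1.1e-04) were higher in the LV, and Ccl11 (-1.42 ± 0.08, adjusted p = 1.2e-07) and Vit (-1.23 ± 0.07, adjusted p = 1.2e-07) were lower. Col8a1, which encodes the alpha 1 chain of collagen VIII, lay at 594 ± 199 CPM (SD, n = 5) in the LV and 303 ± 163 CPM (n = 4) in the RV (2.22-fold, adjusted p = 0.0049), and its adjusted p was 0.065 without LV1. Igfbp3, a carrier of insulin-like growth factors, lay at 45.9 ± 13.9 CPM in the LV and 197 ± 20.2 CPM in the RV (-2.21 ± 0.22, adjusted p = 0.017). All LV libraries (30.9 to 64.6 CPM) lay below all RV libraries (185 to 227 CPM). Igfbp3 also passed in limma-voom (adjusted p = 1.4e-06) and in DESeq2 (7.8e-15). The log2 fold change of Igfbp3 lay between -2.08 and -2.45 when a library was left out. Its adjusted p in edgeR fell to 1.2e-08 without LV5 and 6.3e-09 without RV4. That adjusted p rose to 0.142 without LV1, 0.0887 without LV4, 0.138 without RV1 and 0.0896 without RV3. The call of Igfbp3 was also lost with the cardiomyocyte level (0.0553) or the receptor-gene level (0.128) as a covariate, and the latter also ended the calls of Inmt (0.138) and Col8a1 (0.0966). The fold changes did not shrink with the receptor-gene covariate (log2 of -2.305 for Igfbp3, -1.39 for Inmt and 1.225 for Col8a1). With the cardiomyocyte level that of Igfbp3 was -2.10. Inmt, a methyltransferase of indoleamines, lay at 62.6 ± 24.3 CPM in the LV and 135 ± 35.0 CPM in the RV (-1.33 ± 0.15, adjusted p = 0.0089). Its adjusted p was 0.0939 without LV1 and 0.0884 without RV1. Postn, which encodes the matricellular protein periostin, lay at 511 ± 562 CPM in the LV and 273 ± 236 CPM in the RV, was higher in the LV in 4 of 4 dates and did not pass the test (0.97 ± 0.22, adjusted p = 0.137). The call of Postn was gained with limma-voom (adjusted p = 5.8e-04), with DESeq2 (0.0022), without LV4 (4.7e-06) and without RV3 (3.5e-06). Without the date block the calls of Ccl11 (adjusted p = 0.517), Vit (0.209), Inmt (0.281), Col8a1 (0.474), Ccn2 (0.402) and Aspn (0.114) ended, and that of Igfbp3 (0.0190) held. The log2 fold changes of the lost genes kept their sign and were somewhat smaller (Ccl11 -1.19, Vit -1.05, Inmt -1.10, Col8a1 0.97, Ccn2 0.805 and Aspn 0.86). These 8 genes were picked by the study from these same libraries, so their directions are not independent evidence.

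On the mouse assembly GRCm38 the 4 study genes named as higher in the RV lie on chromosome 11 (Igfbp3, 7206086 to 7213923, and Ccl11, 82057823 to 82062955), chromosome 17 (Vit, 78508064 to 78627408) and chromosome 6 (Inmt, 55170626 to 55175043). Those named as higher in the LV lie on chromosome 16 (Col8a1, 57624258 to 57754737), chromosome 10 (Ccn2, 24595442 to 24598683), chromosome 13 (Aspn, 49544443 to 49567565) and chromosome 3 (Postn, 54361109 to 54391037). All 8 are annotated as protein coding, and each value is the sum of the estimated counts of the matched transcripts of the gene.

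Among genes of at least 3 mean log2 CPM that passed the test with the same sign in all 4 dates, the largest changes toward the LV were those of Prrt4, Tnc, Ccnd1, Col8a1, Trib2 and Mki67. Prrt4, a proline-rich transmembrane protein gene, lay at 15.3 ± 2.29 CPM (SD, n = 5) in the LV and 6.02 ± 0.843 CPM (n = 4) in the RV (log2 fold change 1.43 ± 0.13, edgeR adjusted p = 5.8e-05). Trib2, a tribbles pseudokinase, changed by 1.11 ± 0.14 (adjusted p = 0.0010), the G1 cyclin Ccnd1 by 1.18 ± 0.13 (adjusted p = 0.0032) and the proliferation antigen Mki67 by 1.11 ± 0.16 (adjusted p = 0.0010). Tnc, the gene of the matrix glycoprotein tenascin-C, changed by 1.36 ± 0.18 (adjusted p = 0.015), and its adjusted p was 0.131 without LV1 and 0.114 without RV1. Toward the RV, Igfbp3 was followed by Aox3 (-2.14 ± 0.16, adjusted p = 3.4e-06), by the Tie2 ligand Angpt2 (-1.66 ± 0.16, adjusted p = 6.4e-05), by the activin antagonist Fst (-1.50 ± 0.15, adjusted p = 3.8e-04), by the basement membrane-associated Hmcn1 (-1.46 ± 0.15, adjusted p = 0.0013) and by Ccl11. Col1a1, the gene whose promoter drives the reporter used for sorting, lay at 6612 ± 1856 CPM in the LV and 5735 ± 1274 CPM in the RV (0.30 ± 0.07, adjusted p = 0.026). Its adjusted p lay between 0.056 and 0.305 without LV1, LV3, LV5, RV1, RV2 or RV4.

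**Figure D1:**
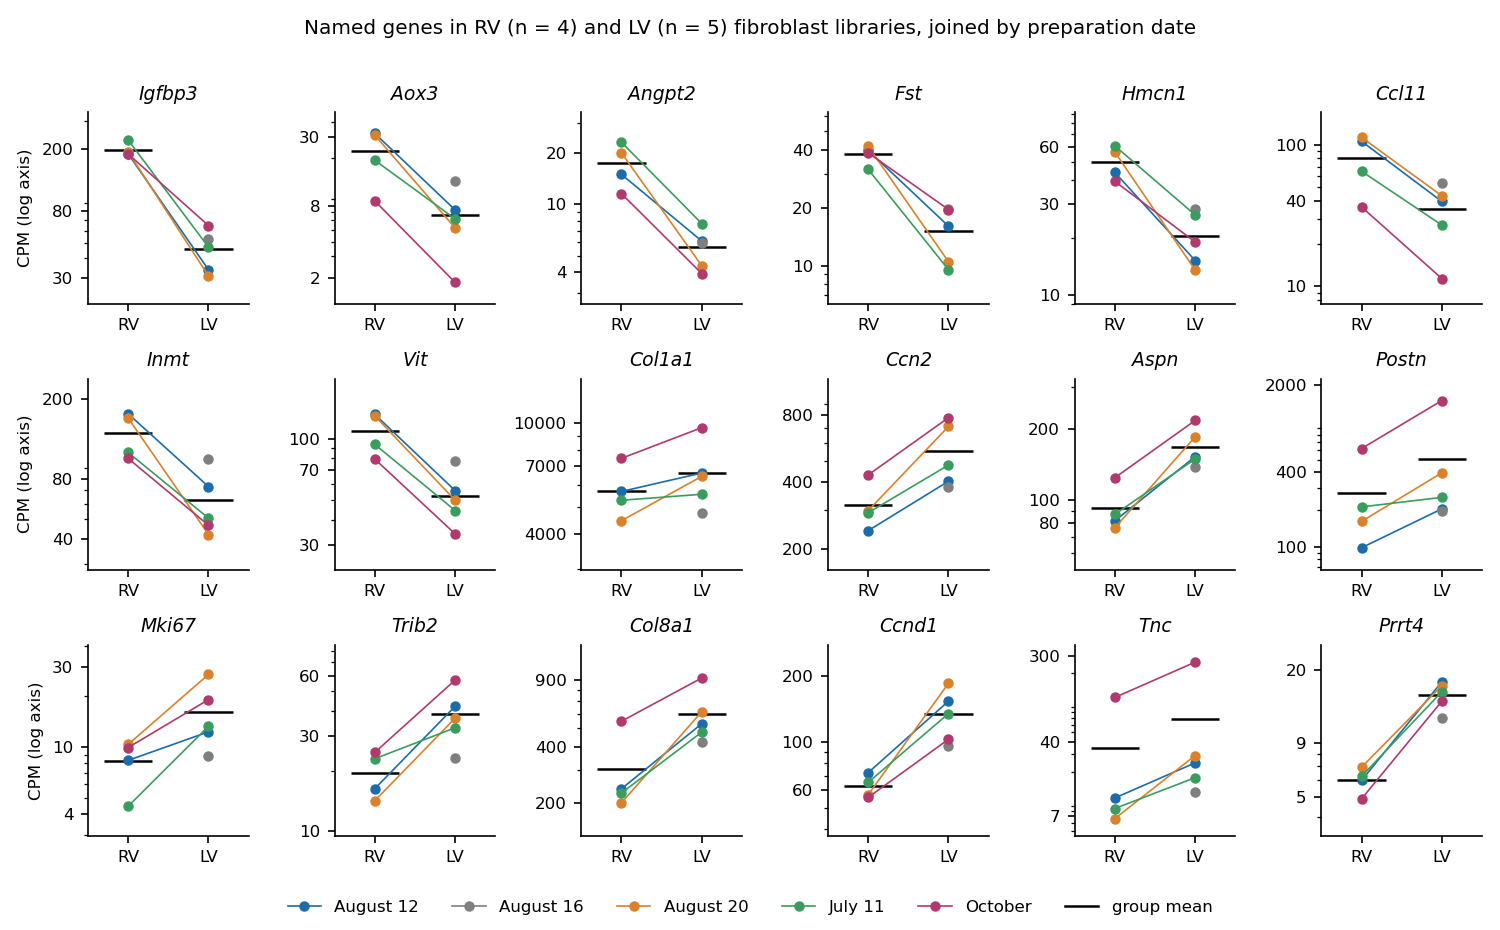
Each panel plots the normalised level of a gene in CPM on a log axis for the RV libraries (left, n = 4) and the LV libraries (right, n = 5). Points are libraries, lines join the ventricles of a preparation date, the grey point is LV2 and black bars are group means. The lines of Igfbp3, Ccl11 and Vit fall and those of Ccn2, Aspn and Mki67 rise in 4 of 4 dates, and the October libraries stand highest for Tnc, Postn and Col8a1.

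Gene groups fixed before the data were examined were then compared between the ventricles with camera, which asks whether the members of a list moved apart from all other genes. With the preset correlation of 0.01 between genes, 18 of the 33 lists passed at an adjusted p under 0.05 (10 higher and 8 lower in the LV). With a correlation estimated from the 9 libraries, 0 of the 33 passed in camera (smallest adjusted p 0.246), and 3 lists had an unadjusted p under 0.05. That version tests on only 3 residual degrees of freedom, so a call lost there does not show that a list did not differ. The epicardial list had an estimated correlation of -0.098, below the preset one, and its unadjusted camera p still went from 1.4e-07 to 0.012. For other lists a higher estimated correlation, such as 0.742 for the ribosomal protein genes, weighed too.

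With the preset correlation, though not with the estimated one, matrix and activation genes were higher in LV-derived CFs as groups. In the myofibroblast and activation list, 11 of 28 members were higher and 17 did not pass (18 higher and 3 lower adjusted over the list alone), with a median log2 fold change of 0.57 (camera adjusted p = 8.9e-24). Thbs1, whose product thrombospondin 1 activates latent TGF-β, rose by 0.60 ± 0.06 (SE) from 1004 ± 357 CPM to 1597 ± 571 CPM, and the actin oxidase gene Mical2 rose by 0.76 ± 0.08. Col8a1, Ccn2, Aspn and Postn belong to this list and were named by the study from these libraries, so the list is not independent of them. Among collagens and other matrix genes, 15 of 38 members were higher and 2 were lower (18 and 3 adjusted over the list alone), with a median of 0.185 (camera adjusted p = 1.1e-10). Fibulin-2 (Fbln2, 0.61 ± 0.06), biglycan (Bgn, 0.61 ± 0.07), the collagen XVI gene Col16a1 (0.46 ± 0.06) and the basement membrane collagen Col4a2 (0.50 ± 0.06) rose, and Hmcn1 and the fibulin-1 gene Fbln1 (-0.32 ± 0.07, chosen after its values were seen) were lower. Of 24 genes of collagen cross-linking, processing and turnover, 8 were higher and 1 was lower (14 and 1 adjusted over the list alone), with a median of 0.18 (camera adjusted p = 1.7e-07). The lysyl oxidase-like enzyme Loxl2 (0.49 ± 0.06) and the collagen-degrading protease Ctsk (0.56 ± 0.08) rose, while the metalloproteinase inhibitor Timp3 fell from 1402 ± 184 CPM in the RV to 941 ± 161 CPM in the LV (-0.67 ± 0.09). The October libraries held these genes at high levels in both ventricles, with a median log2 deviation of the activation list from the other libraries of the same ventricle of 0.90 in LV5 and 0.70 in RV4. The within-date medians of the activation list were 0.55 (August 12), 0.70 (August 20), 0.22 (July 11) and 0.65 (October).

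A few genes of cell division were higher in LV-derived CFs, and most did not pass. Of 37 genes of mitosis and chromosome segregation, 5 were higher (6 adjusted over the list alone), 33 had a positive fold change, and the median was 0.28 (camera adjusted p = 8.5e-06, but 0.329 with the estimated correlation). Mki67 lay at 16.1 ± 7.13 CPM (SD, n = 5) in the LV and 8.27 ± 2.69 CPM (n = 4) in the RV. The kinetochore gene Cenpf rose by 1.13 ± 0.23 (adjusted p = 0.010). Its adjusted p was 0.126 without LV3, 0.0664 without LV5, 0.103 without RV2 and 0.0535 without RV4. In the list of DNA replication and G1/S, 2 of 25 genes were higher, among them Ccnd1, and the list did not pass (camera adjusted p = 0.0975). Its adjusted p was 0.0222 without LV3 and 0.0213 without RV2.

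Genes of protein production had small positive median changes, most of their members did not pass, and their list calls ended with the estimated correlation (adjusted p 0.329 to 0.541). Of 35 genes of the secretory pathway and protein folding in the endoplasmic reticulum, 3 were higher (16 adjusted over the list alone), with a median of 0.17 (camera adjusted p = 5.0e-08, but 0.355 with the estimated correlation), led by the secretory transcription factor Creb3l2 (0.55 ± 0.06, 416 ± 49.4 CPM in the LV and 294 ± 35.4 CPM in the RV). Of 39 translation factors and tRNA synthetases, 6 were higher (8 adjusted over the list alone), with a median of 0.13 (camera adjusted p = 9.5e-07). Of 78 cytosolic ribosomal protein genes, 4 were higher (4 adjusted over the list alone) and 77 had a positive fold change, with a median of 0.12 (camera adjusted p = 1.2e-09). The large-subunit gene Rpl15 rose by 0.28 ± 0.07 (adjusted p = 0.025), and its adjusted p lay between 0.083 and 0.180 without LV1, LV3, LV5, RV1, RV2 or RV4. The median of the ribosomal protein genes within a date was 0.23 on August 12, 0.02 on August 20, -0.03 on July 11 and 0.30 in October, and with a trend on transcript length removed it was 0.06 (camera adjusted p = 0.331). Of 65 genes of the mitochondrial respiratory chain, 1 was higher (0 adjusted over the list alone), with a median of 0.115 (camera adjusted p = 6.5e-05, but 0.541 with the estimated correlation). That call also ended with the length trend removed (median 0.08, adjusted p = 0.182). Of 27 fatty acid oxidation genes 1 was lower (1 adjusted over the list alone), with a median of -0.06 and a camera adjusted p of 0.0321, but 0.355 with the estimated correlation. That call ended with the cardiomyocyte level as a covariate (median -0.006, adjusted p = 0.149) and without the date block (0.0743). It also ended without either library of August 20 (0.0993 without LV3, 0.0964 without RV2) or of July 11 (0.102 without LV4, 0.103 without RV3). That member was Acaa2, the thiolase of the last step of mitochondrial beta-oxidation, which fell from 65.9 ± 10.8 CPM in the RV to 44.6 ± 11.7 CPM in the LV.

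Some signalling ligands and developmental regulators were higher in RV-derived CFs and others in LV-derived CFs. Among 48 growth factor, Wnt, BMP, FGF and IGF pathway genes, 12 were lower and 7 were higher in the LV (17 and 8 adjusted over the list alone), with a median of -0.20 (camera adjusted p = 2.3e-05, but 0.329 with the estimated correlation). Fgf10, a ligand of the second heart field, lay at 9.82 ± 3.50 CPM (SD, n = 5) in the LV and 22.5 ± 9.74 CPM (n = 4) in the RV (-1.34 ± 0.14, adjusted p = 8.3e-05 in edgeR), the Wnt amplifier Rspo3 at 1.14 ± 1.12 CPM and 3.98 ± 2.51 CPM (-2.58 ± 0.32, adjusted p = 3.1e-04), and the lymphangiogenic factor Vegfd at 26.9 ± 5.49 CPM and 41.0 ± 6.06 CPM. The activin A subunit gene Inhba (0.64 ± 0.08) and the IGF-II binding protein Igfbp6 (0.42 ± 0.06) went the other way. Of 27 heart field and chamber transcription factors, 2 were lower (6 adjusted over the list alone), with a median of -0.20 (camera adjusted p = 1.6e-05, but 0.329 with the estimated correlation). They were Tbx5, a T-box factor of cardiac chamber and limb development, which fell from 12.6 ± 4.71 CPM in the RV to 4.84 ± 0.867 CPM in the LV (-1.38 ± 0.18, adjusted p = 4.0e-04), and the homeobox gene Meis1 (-0.36 ± 0.06, adjusted p = 0.0038, 0.0590 without RV2). Of 18 chemokines and cytokines, 2 were lower, among them Ccl11, and 2 were higher (2 and 2 adjusted over the list alone). The higher genes were fractalkine (Cx3cl1, 0.63 ± 0.10) and the monocyte chemokine Ccl2 (0.47 ± 0.09). The list did not pass (camera adjusted p = 0.109). Its adjusted p was 0.0320 without LV5 and 0.0349 without RV4.

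**Figure D2:**
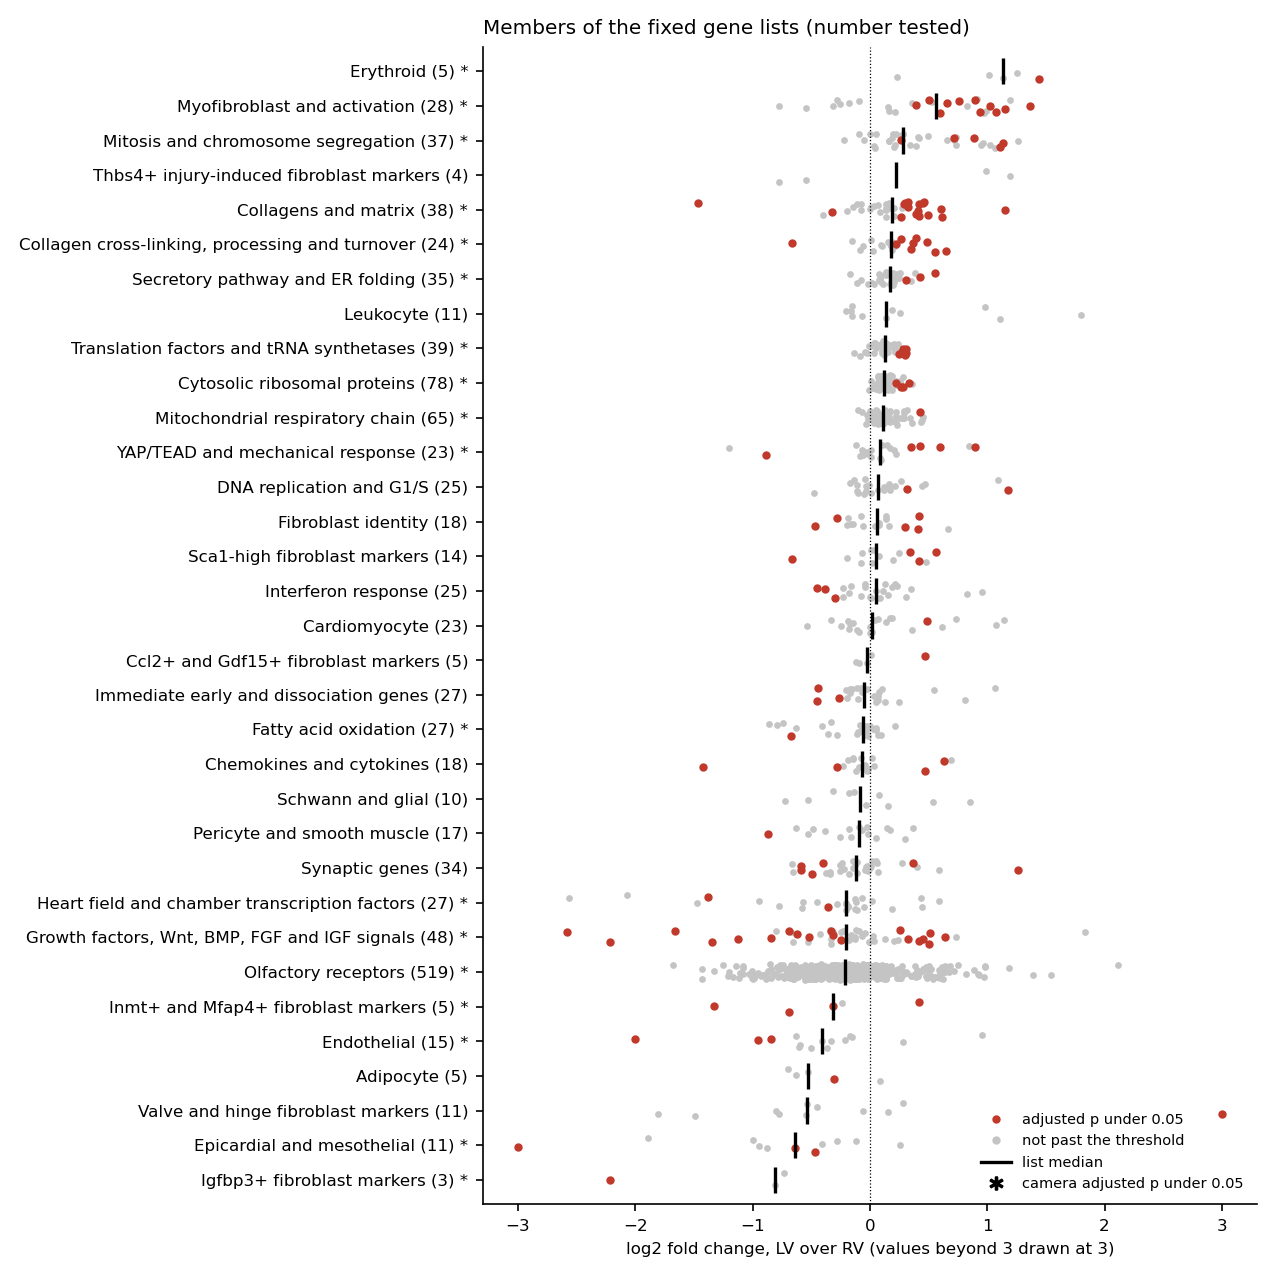
Each point is a tested member of a gene list, placed at its log2 fold change (LV over RV, values beyond 3 drawn at 3), with red points past an adjusted p of 0.05 in edgeR and bars at list medians. The number of members is in brackets and an asterisk marks a camera adjusted p under 0.05 with the preset correlation. Medians run from -0.81 for the Igfbp3+ fibroblast markers to 1.13 for the erythroid genes, and the myofibroblast and activation list lies at 0.57.

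Of the markers that the study gives for fibroblast subpopulations, those of the Igfbp3+ list all ran toward the RV, and the other lists held genes of both signs. All 3 Igfbp3+ markers had negative fold changes (1 lower over all genes and 3 adjusted over the list alone), with a median of -0.81 (camera adjusted p = 6.1e-11, but 0.246 with the estimated correlation). Apoe (-0.73 ± 0.14, edgeR adjusted p = 0.0502) and Fgl2 (-0.81 ± 0.17, 0.0775) did not pass in edgeR, while all 3 markers passed in limma-voom and in DESeq2. Of 5 Inmt+ and Mfap4+ markers, 3 were lower, among them Inmt and Vegfd, and 1 was higher (3 and 1 adjusted over the list alone). Their median was -0.31 (camera adjusted p = 3.6e-04, but 0.329 with the estimated correlation), and with a GC trend removed it was -0.34, no smaller, although the call ended (0.0648). Igfbp3 and Inmt were themselves named from these libraries, so neither list is independent evidence. Of 4 markers of the injury-induced Thbs4+ population, 0 passed in edgeR, 1 in limma-voom and 1 in DESeq2, with 1 at an unadjusted p under 0.05 (1 adjusted over the list alone). The list did not pass in camera (adjusted p = 0.259). That camera adjusted p was 0.0019 without LV3, 0.0292 without LV4, 0.0021 without RV2 and 0.0299 without RV3. The other lists of fibroblast state did not pass in camera. Fibroblast identity had 3 of 18 members higher and 2 lower (5 and 4 adjusted over the list alone), with an adjusted p of 0.543. Sca1-high markers had 3 of 14 higher and 1 lower (4 and 1 adjusted over the list alone), with an adjusted p of 0.0891 that became 0.0201 without LV4 and 0.0184 without RV3. Among Ccl2+ and Gdf15+ markers 1 of 5 was higher (1 adjusted over the list alone), with an adjusted p of 0.609. Of the interferon response genes 3 of 25 were lower (3 lower and 1 higher adjusted over the list alone), with an adjusted p of 0.875. Of the immediate early and dissociation genes 3 of 27 were lower (6 adjusted over the list alone), with an adjusted p of 0.171 that became 0.0405 without LV4 and 0.0379 without RV3. The median, the mean and the direction of the camera test differed in sign for the Ccl2+ and Gdf15+ markers (median -0.03, mean 0.05), the interferon response (median 0.05, mean 0.06, camera lower) and the immediate early genes (median -0.05, mean 0.03). Nr4a1, an immediate early nuclear receptor, was lower in the LV (-0.44 ± 0.07, adjusted p = 0.0018), and so was the complement gene C3 (-0.47 ± 0.07, adjusted p = 0.0014), while the follistatin-like Fstl1 was higher (0.41 ± 0.06, adjusted p = 0.0016). Of 11 valve and hinge fibroblast markers, 1 was higher (1 higher and 1 lower adjusted over the list alone). That member was the tendon gene Tnmd, at 1.03 ± 0.290 CPM in the LV and 0.0765 ± 0.105 CPM in the RV. Its adjusted p of 0.016 became 0.057 to 0.130 without LV1, LV3, LV5, RV1, RV2 or RV4. Of the 11 list members, 8 had negative and 3 had positive fold changes. Wif1 (-1.81 ± 0.566, edgeR adjusted p = 0.229) and Cytl1 (-1.495 ± 0.352, 0.0829) did not pass. Both were lower in the LV in 4 of 4 dates. The study removed Wif1-expressing cells from its single-cell data, because dissection may drive their abundance. Such cells were not removed from these bulk libraries, and an effect of dissection on this list was not tested. The list had a median of -0.54 and did not pass (camera adjusted p = 0.201). Its adjusted p was 0.0021 without LV5, 0.0490 without RV1 and 0.0020 without RV4. The list also passed with limma-voom (0.0083), with the filter at 1 CPM (0.0378) and with the receptor-gene covariate (2.9e-06).

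Genes of mechanical response, synapses and olfaction were compared in the same way. Of 23 YAP/TEAD and mechanical response genes, 4 were higher and 1 was lower (7 and 1 adjusted over the list alone), with a median of 0.08 (camera adjusted p = 0.0026). That call ended with the estimated correlation (0.355), without LV5 (0.315), without RV4 (0.313), with a GC trend removed (0.160) and with the month as block (0.0592). The mechanosensitive channel Piezo1 rose by 0.43 ± 0.07 and the ectonucleotidase Nt5e fell from 24.2 ± 5.00 CPM in the RV to 15.1 ± 5.61 CPM in the LV. Of 34 synaptic genes, 4 were lower and 2 were higher (4 and 3 adjusted over the list alone). The adhesion gene Lsamp (-0.58 ± 0.06) and the scaffold gene Dlg2 (-0.59 ± 0.09) were among the lower. The list did not pass (camera adjusted p = 0.0892). Its adjusted p was 0.0289 without LV3 and 0.0312 without RV2. Olfactory receptor genes were lower as a group with the preset correlation but not with the estimated one (adjusted p = 0.700), with 387 of 519 members below 0 and a median of -0.21 (camera adjusted p = 0.0046). In edgeR 0 members passed, with 17 at an unadjusted p under 0.05, 0 in limma-voom and 1 in DESeq2, and the median CPM of these genes was 1.36. Within dates their median was -0.56 on August 12 and -0.48 in October, 0.05 on August 20 and 0.22 on July 11. The camera call of the olfactory receptors ended without LV1 (0.229), LV5 (0.293), RV1 (0.194) or RV4 (0.307) and with library totals as scaling (0.0734).

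**Figure D3:**
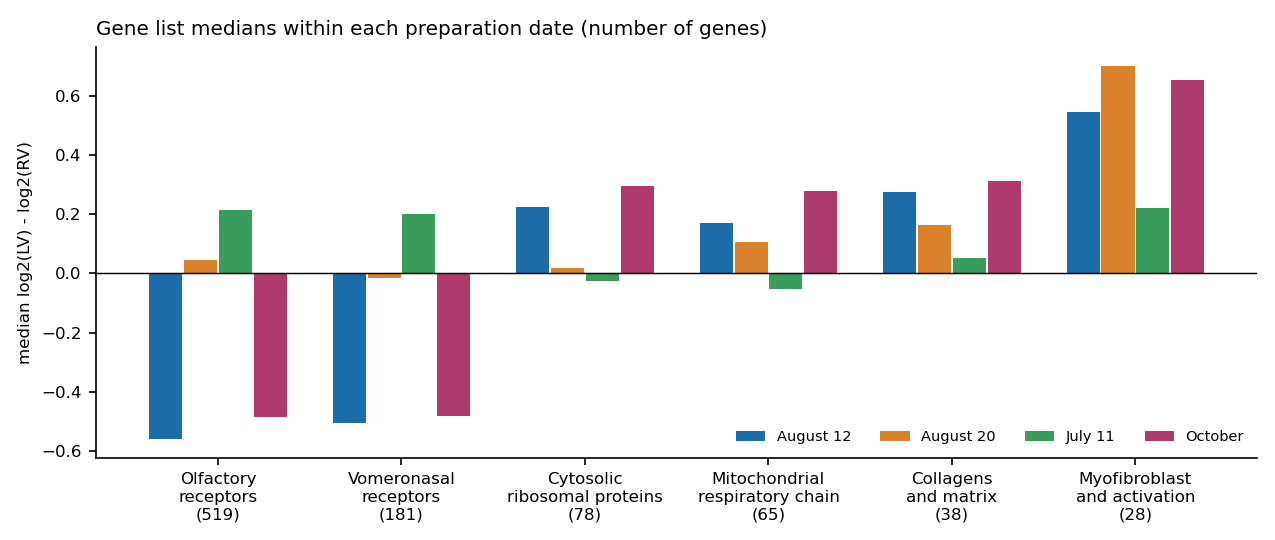
Bars give the median log2 difference between the LV and the RV library of the same date for the members of 6 gene lists, with the number of genes in brackets. Activation genes and matrix genes lie above 0 in all 4 dates, while olfactory receptor genes lie at -0.56 and -0.48 on August 12 and in October and at 0.05 and 0.22 on the other dates.

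Markers of other cell types made up small shares of the counts in every library, and none of the differences between the ventricles passed after adjustment over the 8 cell types. With a smallest possible exact p of 0.0079, a single cell type alone could not have passed that adjustment, so the result does not show equal shares. Endothelial markers summed to 0.0324% ± 0.0033 (SD, n = 5) of LV counts and 0.0390% ± 0.0032 (n = 4) of RV counts (exact permutation test over 126 splits, two-sided p = 0.0317, BH-adjusted over 8 cell types 0.127) and were lower in the LV in 4 of 4 dates. Most of that sum was the angiopoietin receptor gene Tek (290 ± 33.2 CPM in the LV and 330 ± 34.8 CPM in the RV). Epicardial and mesothelial markers summed to 0.443% ± 0.070 and 0.605% ± 0.050 (exact p = 0.0159, adjusted 0.127), also lower in 4 of 4 dates, and most of that sum was C3 (4203 ± 771 CPM and 5621 ± 513 CPM), which the fibroblast identity list also holds. Erythroid markers summed to 0.0038% ± 0.0012 and 0.0020% ± 0.0011 (exact p = 0.0476, adjusted 0.127) and were higher in the LV in 4 of 4 dates. Cardiomyocyte markers did not differ detectably (0.0398% ± 0.0021 and 0.0396% ± 0.0020, exact p = 0.841), nor did leukocyte (exact p = 0.722), pericyte and smooth muscle (0.429), Schwann (0.643) or adipocyte markers (0.0794, lower in 4 of 4 dates). With 4 dates the smallest exact p within dates is 0.125, which the endothelial, epicardial, adipocyte and erythroid shares reached. Leaving out a library left 1 to 2 of the 3 unadjusted calls.

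As gene lists with the preset correlation, epicardial and mesothelial genes were lower in the LV (median -0.64, camera adjusted p = 6.7e-07, but 0.246 with the estimated correlation), with 3 of 11 members past the test (4 adjusted over the list alone). Endothelial genes were lower too (median -0.41, camera adjusted p = 3.9e-04, but 0.329 with the estimated correlation), with 3 of 15 members past the test (4 adjusted over the list alone). The mesothelial mucin Muc16 had 0 counts in all 5 LV libraries against 0.893 ± 0.625 CPM (SD, n = 4) in the RV, at least 10.6-fold lower against a floor of 3 counts per library, and the epicardial median stayed at -0.64 with Muc16 at that bound. The call of Muc16 ended with DESeq2 (adjusted p = 0.196) and without RV2 (0.0845). The natriuretic peptide clearance receptor Npr3 (-0.95 ± 0.17, edgeR adjusted p = 0.0049) was the endothelial-list gene with the smallest p. Aqp1 (-2.00 ± 0.43, adjusted p = 0.014) and Flt1 (-0.84 ± 0.20, 0.023) of that list also passed. Only the cardiomyocyte level was used as a cell-type covariate. Whether residual endothelial or mesothelial cells carry part of the differences toward the RV, those of the ligands included, was therefore not tested. Erythroid genes were higher in the LV (median 1.13, camera adjusted p = 0.0011, but 0.329 with the estimated correlation), with 1 of 5 members past the test (3 adjusted over the list alone), but the globin genes are near-identical copies whose reads can be split between them. The other lists did not pass in camera. Adipocyte genes had 1 of 5 lower (1 adjusted over the list alone). Their adjusted p of 0.0518 became 0.0312 without LV1, 0.0418 without LV4, 0.0321 without RV1 and 0.0413 without RV3. They also passed with limma-voom (0.0361), length-scaled TPM (0.0365), and a trend on length (0.0363) or GC content (0.0485) removed. Of 17 pericyte and smooth muscle genes 1 was lower, namely Vtn (-0.87 ± 0.13), against 4 lower and 1 higher adjusted over the list alone. Their adjusted p of 0.0682 became 1.3e-06 without LV3 and 1.1e-06 without RV2. Cardiomyocyte genes had 1 of 23 higher (1 adjusted over the list alone) and an adjusted p of 0.345, with a median of 0.01 that became -0.03 with library totals as scaling. Leukocyte genes (adjusted p = 0.513) and Schwann genes (0.925) had 0 members past the test in edgeR, limma-voom and DESeq2, with 0 and 1 members at an unadjusted p under 0.05 in edgeR.

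**Figure D4:**
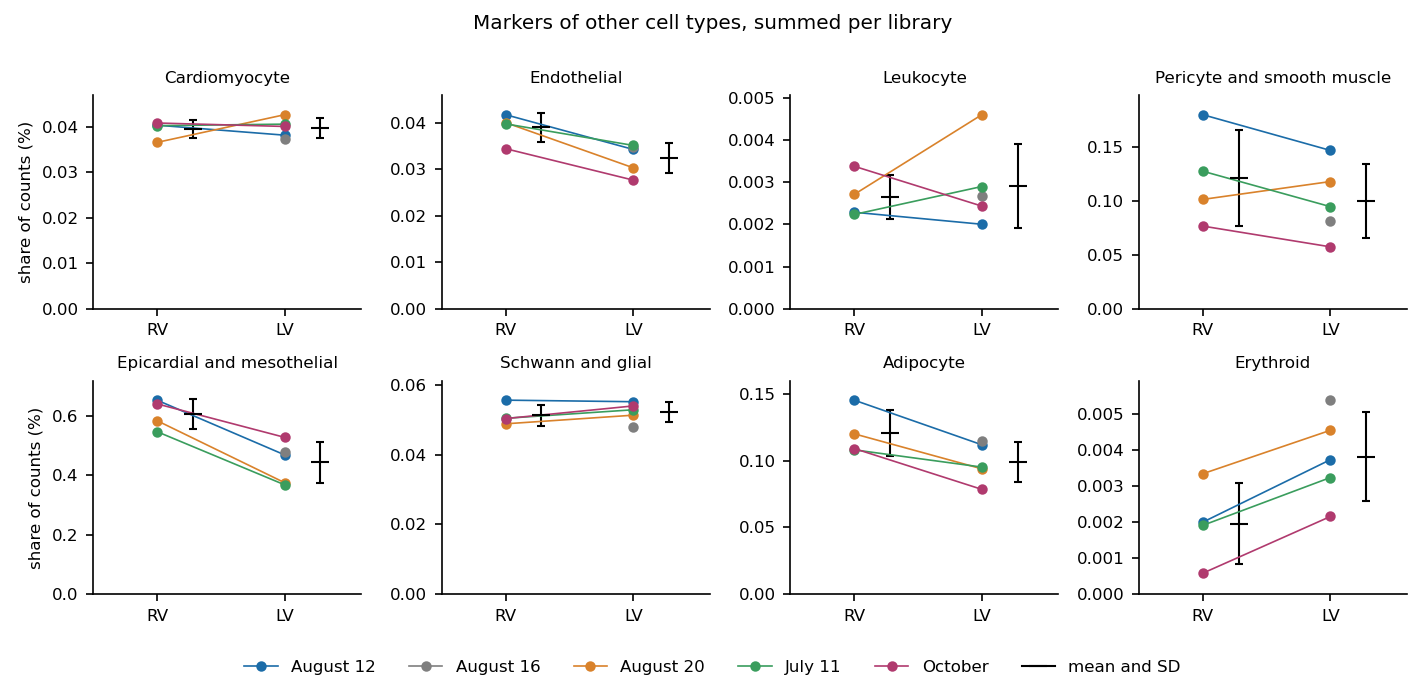
Panels give the percent of counts that the markers of 8 other cell types took in each RV library (left, n = 4) and LV library (right, n = 5), with lines joining the ventricles of a date and bars at the mean ± SD. Endothelial, epicardial and adipocyte shares fall from RV to LV in 4 of 4 dates, erythroid shares rise in 4 of 4, and the cardiomyocyte shares overlap at about 0.04%.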

Values the study reported

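The study reported 422 genes that differed in expression between CFs of the LV and the RV in its limma model, and 83 gene sets that differed between the ventricles in gene set enrichment analysis. Toward the LV it named Postn, Aspn, Ctgf and Col8a1, and toward the RV Inmt, Vit, Ccl11 and Igfbp3. In its separate single-cell data of uninjured hearts it counted 478 Postn+ cells in the LV against 280 in the RV, and 415 Igfbp3+ cells in the RV against 234 in the LV.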

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

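Of the tests in this part, the test of whether a single library of October stands apart was chosen after the result had been seen, and the test of a dissociation response before. Levels of 145 measures were searched in each ventricle for a library far from the others by Dixon's ratio. Of 290 such groups 39 held a library that stood apart, and 26 of the 39 were October libraries, 16 in LV5 and 10 in RV4. Normally distributed values would give 14.5, but the levels were not log-transformed and many of the measures move together. The count of 39 is therefore no test of chance, and the October flags are not separate events.

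The October LV library, LV5, held the matrix and activation genes Postn at 1505 CPM (197 to 396 CPM in the other LV libraries), Tnc at 258, Thbs4 at 322, Comp at 326, Cthrc1 at 3.35, Bgn at 5046, Mfap4 at 350, Mfap5 at 253, Ctsk at 68.2 and Timp1 at 109 CPM (11.7 to 16.8 CPM in the others). It also stood above the other LV libraries for the Sca1-high marker Pi16 (1709 CPM), the Wnt modulator Sfrp2 (214 CPM), fractalkine Cx3cl1 (70.5 CPM) and the condensin gene Smc4 (88.2 CPM), and below them for the synaptic vesicle genes Syn2 (4.26 CPM) and Syp (6.46 CPM). The October RV library, RV4, stood above the other RV libraries for Col8a1 (546 CPM), Tnc (113 CPM against 6.67 to 10.8 CPM), Fbln2 (1939 CPM), Ctsk (42.4 CPM), Timp1 (59.4 CPM), Thbs4 (150 CPM), Smc4 (82.8 CPM) and Cx3cl1 (48.1 CPM), and below them for Meis1 (79.9 CPM) and Lsamp (109 CPM).

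Activation genes thus stood high in both October libraries. In RV4 the activation list lay a median log2 of 0.697 above the other RV libraries (20 of 28 members higher) and in LV5 0.896 above the other LV libraries (20 of 28), which argues against a single aberrant library. Genes of the immediate early and dissociation list lay at -0.142 in RV4 and -0.256 in LV5, which argues against a stronger dissociation response in these libraries. Animals and preparation of October cannot be told apart, since both libraries were treated as sharing a date, and no biological explanation was tested. The date block takes up what both October libraries share. The count of genes past the test was 496 without LV5 and 501 without RV4, each of which removes the October contrast, against 812 with all libraries.

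In LV3 the myeloid and antigen presentation genes Cd74 (5.82 CPM), H2-Ab1 (2.55 CPM) and Lyz2 (2.49 CPM) stood above the other LV libraries. RV2 stood apart for the cardiomyocyte share (0.0366% of counts, below the others), for the chemokine Cxcl1 (718 CPM, above), for the respiratory chain gene Cox6c (55.6 CPM, below) and for the adipocyte gene Plin1 (1.32 CPM, above). RV3 was highest for Igfbp3 (227 CPM against 185 to 191 CPM) and for the chaperone gene Dnajb11 (89.4 CPM), and RV1 for the complex I gene Ndufs8 (14.0 CPM). LV2 was highest for the Wnt inhibitor Wif1 (14.4 CPM), for Dlg2 (33.2 CPM) and for Olfr1057 (1.08 CPM).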

How the results depend on the processing

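The omission of August 12, the trends on transcript length and GC content and the receptor-gene covariate were chosen after the data had been seen. The date block decides the count: 812 genes passed with it, 53 without it, 346 with the month of preparation in its place and 69 with 1 surrogate variable in its place. Length-scaled TPM gave 256 genes and the omission of August 12 gave 500, the latter with fewer libraries, and the cause of the first was not tested. Leaving out a single library gave 258 to 814 genes, and the settings not named here, apart from the replicate block below, gave 635 (cardiomyocyte level as a covariate) to 1054 (no filter on low counts). In every setting at least 801 of the 812 genes could be tested, and at most 3 of those changed sign.

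For the gene lists, the estimated correlation left 0 of the 18 calls, with 3 lists at an unadjusted p under 0.05. That setting tests on only 3 residual degrees of freedom, so it had little power to keep a call. The other settings gave 16 to 21 lists, and 18 to 21 when a library was left out. Of the 18 lists, 11 were called in every setting but that of the estimated correlation. With the cardiomyocyte covariate, calls were gained in camera by the pericyte and smooth muscle genes (adjusted p = 0.0011), the Sca1-high markers (0.0465), DNA replication and G1/S (0.0377) and synaptic genes (0.0277). Length-scaled TPM also gave a call of the Sca1-high markers (0.0383). The number of cell types whose share passed at an unadjusted exact p was 3, and 1 to 2 when a library was left out. The share of the first principal component that ventricle accounted for, 83.8% with the date removed, lay between 76.8 and 96.5% when a library was left out, but the removal of the date keeps the ventricle term, so much of this share is built in.

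With the receptor-gene covariate the median of the olfactory receptor list was -0.003 (camera adjusted p = 0.980), which follows from a covariate built of these genes.

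The replicate numbers of the labels paired the ventricles less evenly than the dates. Same-numbered libraries correlated at 0.459, 0.401, -0.170 and -0.049, and same-date libraries at 0.459, 0.319, 0.156 and 0.600. By either pairing, not every library correlated best with its partner. With the replicate number as block 184 genes passed, and direction turned for Timp1 (-0.15, adjusted p = 0.971, against 0.65) and for the immediate early list (median 0.094, camera adjusted p = 0.0266). That block also ended the list calls of collagen cross-linking (0.118), YAP/TEAD response (0.360) and fatty acid oxidation (0.174).

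Of the 134 named genes 83 passed, 34 of these in every alternative that kept the date block and 3 in all alternatives. Over 3604 values of named genes under alternatives 2934 kept their call, 583 lost it and 86 gained one. Over 891 list values these counts were 807, 42 and 40. At these depths the test recovered 49.6% of simulated 1.5-fold changes, so genes that did not pass can still differ by that much. Of its calls on simulated data 10.9% were false, above the nominal 5%, so more than 5% of the 812 genes can be false calls.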

Other observations

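The tests of other splits and of the ribosomal and respiratory lists, the length trend for olfactory receptors and the relation between libraries were chosen after their results had been seen, and the test of silent gene families before. The calls of 34 named genes held in every alternative with the date block. Toward the LV these included matrix and matricellular genes (Aspn, Bgn, Ccn2, Col4a2, Col16a1, Fbln2, Thbs1), enzymes that cross-link or degrade collagen (Loxl2, Ctsk), the activin subunit Inhba, the secretory regulator Creb3l2 and Mki67. Toward the RV they included ligands and their modulators (Angpt2, Fgf10, Fst, Rspo3, Vegfd, Ccl11), the transcription factors Tbx5 and Nr4a1, the complement gene C3, Timp3 and the enzymes Acaa2, Aox3 and Nt5e. Tbx5, known for its role in the embryonic left ventricle, was 2.61-fold higher in RV-derived CFs, and lower in the LV in 4 of 4 dates. Fst, which binds activins, and Inhba went in opposite directions (-1.50 and 0.64 on the log2 scale).

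The count of 812 genes was set against other splits of the 9 libraries into groups of 5 and 4, fitted with the same date block, of which 100 of the 120 that can be fitted were run. In 2 of the 100, at least 812 genes passed, the real split and the split that exchanges the ventricles in all 4 dates, which is the same contrast because LV2 informs none. Most of the other splits part 1 to 3 dates and so carry a weaker contrast than the real one. The highest of the others gave 554 genes (LV4 with the 4 RV libraries against the rest, which parts 3 dates by ventricle), and the next 156. The comparable splits are the 8 distinct ones that part all 4 dates, which are too few for a share under 0.05. The highest other of these gave 0 genes in edgeR with 1473 at an unadjusted p under 0.05, against 2965 for the real split. For the gene lists, 12 of the 100 splits gave at least 18. The other splits gave a median of 12 lists and at most 19, so chance cannot be excluded over these splits. The highest other of the comparable splits gave 15, and these are again too few for a share under 0.05.

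Olfactory receptor genes had a median log2 fold change of -0.21, and a candidate explanation is a lower level of background reads over silent genes in LV1 and LV5. Other families silent in the heart (184 genes: 104 Vmn1r at -0.191, 77 Vmn2r at -0.228 and 3 Defb at 0.337) shifted alike as a whole, with a median of -0.208 (95% bootstrap interval over genes -0.247 to -0.170) and 139 of 184 lower, as background would need. That interval treats genes as independent and does not measure the spread between libraries. Within dates the median of the vomeronasal genes was -0.505 (August 12), -0.015 (August 20), 0.201 (July 11) and -0.483 (October). The summed level of the other silent families was higher in the LV in 2 of 4 dates (exact permutation p = 0.405). A trend on transcript length as the whole cause is argued against for the olfactory receptor genes. Their median stayed at -0.168 and their list stayed past the threshold with that trend removed. The summed level of the olfactory receptor genes was 1578 ± 314 CPM in the LV (SD, n = 5) and 1710 ± 211 CPM in the RV (n = 4, exact p = 0.540) and was higher in the LV in 2 of 4 dates. A difference between the ventricles in the receptors themselves stays open and was not tested.

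Ribosomal protein genes and respiratory chain genes had medians of 0.122 and 0.115. With library totals in place of TMM the medians were 0.080 and 0.073, but that change moves all genes alike (median of all genes -0.011 and -0.053), so it decides nothing about the scaling of libraries. With the length trend removed the medians shrank to 0.064 and 0.081 and both calls ended (adjusted p 0.331 and 0.182), and with the receptor-gene covariate they shrank to 0.046 (camera adjusted p = 0.011) and 0.045 (0.0819), which for each list met neither the outcome set for a cause nor that set against it, so for these genes a trend on length, the background of a library and a difference between ventricles cannot be told apart. Over the 9 libraries the summed receptor genes ran against the summed ribosomal protein genes (Spearman rho -0.77, exact permutation p = 0.021, BH-adjusted over both relations 0.021, and Pearson r -0.79, exact p = 0.013), which is consistent with a single property of a library moving both, but r fell to -0.38 (exact p = 0.39) without LV1 and LV5, so the relation rests on those. For respiratory chain genes rho was -0.83 (exact permutation p = 0.0083, adjusted 0.017), r was -0.96 (2.4e-04) and -0.93 (0.0075) without LV1 and LV5, and in both relations the date differences had opposite signs in 3 of 4 dates.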
